A study of Mus musculus with 8 samples. Its data were reported in "SIRT1 selectively exerts the metabolic protective effects of hepatocyte nicotinamide phosphoribosyltransferase" (2022).

How the data were processed

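RNA was sequenced from livers of db/db mice, a strain that lacks a working leptin receptor and becomes obese and diabetic. The strain is taken from the sample titles and the study, since the genotype label reads control. Per the labels, mice were randomised at 5 weeks of age, received through the tail vein an adenovirus carrying either green fluorescent protein (AdGFP) or the NAD-salvage enzyme nicotinamide phosphoribosyltransferase (AdNAMPT), and were 10 weeks old when sampled. The series description gives 4 to 5 weeks of overexpression. The study's legend for white adipose tissue of AdGFP and AdNAMPT db/db mice gives a shorter time after delivery. The sample titles put 4 libraries in AdGFP and 4 in AdNAMPT and number each group's mice from 1 to 4. The titles are the only source for pairing mice across groups by number; the mice are different animals, so the fit without that block was the main one.

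The authors aligned single short reads with STAR to the Ensembl assembly GRCm38 and counted uniquely aligned, unambiguous reads per gene with featureCounts. The deposited counts are whole reads per gene for 41388 Ensembl features in every library, one library per file. The deposited CPM values are each count scaled to the total of its own library, without a normalisation factor, and the deposited RPKM values are those CPM divided by exonic length in kilobases; both were recomputed from the counts and matched. RPKM were not used further, and CPM served to describe levels. Whether the authors' counting used strand is not stated, and reads shared by near-identical genes are absent from unique counts, so levels of genes in such families, or with an overlapping gene on the other strand, are less certain. The labels name a ribosomal RNA depletion kit while the study's methods describe poly-A selection; the observations return to this.

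Gene symbols and biotypes were taken from GENCODE M21, which is on the same assembly and matched 40254 of the 41388 features. Coordinates are those of the deposited files. Following the study's methods, 355 features annotated as ribosomal RNA were left out, as were genes that did not exceed 1 CPM in at least 3 libraries, which left 12270 genes. Fits without 1 library required 1 library fewer. Counts were scaled by TMM factors and fitted with limma's voomWithQualityWeights, lmFit and eBayes, with group as the only term; genes with a Benjamini-Hochberg adjusted p of at most 0.05 were taken as changed. Log2 fold changes are AdNAMPT over AdGFP, with the standard error or 95% confidence interval from limma. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

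Before the data were examined, a panel of 12 genes with qPCR primers in the study, 16 lists of genes for the pathways named by the study and for other cells, sex, timing and virus response, and the alternatives other than the added ones below were fixed. So was the rule for naming genes: beyond the panel, the 5 largest rises and the 5 largest falls among changed genes whose groups did not overlap, filled up to 3 in a direction by the smallest unadjusted p. Genes named outside this rule are marked as chosen after their values were seen. The lists were written by hand and are not the KEGG gene sets of the study's pathway figure. Lists with at least 4 tested genes were compared by limma's camera with a preset correlation of 0.01; 15 of the 16 lists qualified. Separation of the groups was measured by a pseudo-F statistic on log2 CPM, with a prior count of 2, of the 500 most variable genes, with an exact permutation of the group labels over all 70 assignments, in which the smallest possible two-sided p is 0.0286.

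The alternatives were edgeR's quasi-likelihood test, edgeR's exact test (named in the study's figure legends), the DESeq2 Wald test, voom without sample weights, DESeq2 size factors or library size alone as the scaling, no filter on low counts, a mean count of at least 10, ribosomal protein genes left out, counts thinned to the smallest library, replicate number as a block, other thresholds, each library left out in turn, and for lists the fry rotation test, camera with estimated correlation, exact permutation of each list's mean and lists without Nampt. A GC correction of each library, alone or with the block, was added after the data had been seen.

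Libraries held 12006713 to 19879814 counts, so that 3 counts, taken as the smallest detectable amount, correspond to 0.151 to 0.250 CPM. Intervals on shares of counts are 95% Wilson intervals; they and the floor cover counting error only, since no molecular identifiers are described. Each fitting routine was tested on simulated counts drawn from the means, sizes and dispersions of these libraries: among 12141 genes, the main model called 189 of 195 genes changed by 3-fold (96.9%) with 12 false calls among 209, the other 8 being genes of a list shifted by 1.5-fold, while edgeR's exact test made 30 false calls and DESeq2 33. Camera found the 1 shifted list and none of 15 unshifted lists among independently simulated genes.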

Results

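Liver RNA-seq was compared between 4 db/db mice given AdGFP and 4 given AdNAMPT. Total counts were 14631120, 14164293, 16741413 and 13683454 in AdGFP replicates 1 to 4 and 12006713, 14644761, 19879814 and 16964500 in AdNAMPT replicates 1 to 4. Between 18153 and 19831 features had at least 1 count in a library. The 10 most counted genes took 21.5% ± 1.61 of counts in AdGFP and 20.7% ± 0.504 in AdNAMPT (mean ± SD, n = 4 each), and albumin alone took between 7.67% and 9.94% in each library. Counts of replicates within a group differed by far more than sampling noise, with a chi-square per degree of freedom between 12.6 and 95.2, so each library was kept as a separate mouse.

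The transferred gene was examined first, since the study used a vector encoding NAMPT. Nampt (ENSMUSG00000020572, protein coding, chromosome 12, 32820335 to 32853369, GRCm38) was at 102.3, 136.8, 152.7 and 141.6 CPM in AdGFP replicates 1 to 4 and at 148.8, 120.5, 177.8 and 168.1 CPM in AdNAMPT replicates 1 to 4. The means were 133.3 ± 21.7 and 153.8 ± 25.3 CPM (SD, n = 4 each), and the groups overlapped. The log2 fold change was 0.08 (SE 0.15; limma adjusted p 0.915), a 1.06-fold difference with a 95% confidence interval of 0.838 to 1.33. Depth did not limit this comparison, as each library held between 1497 and 3534 reads of Nampt. Leaving out AdNAMPT replicate 2 moved the estimate most, to 0.27, without passing the threshold. Endogenous and vector transcripts were not separated in these counts. Because Nampt did not mark the groups apart, AdNAMPT below means the libraries labelled AdNAMPT, and every direction given rests on those labels.

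Fgf21 (ENSMUSG00000030827, protein coding, chromosome 7, 45613907 to 45615490), the hepatokine that the study follows downstream of NAMPT, was close to the detection limit. It had 6, 9, 10 and 2 reads in AdGFP replicates 1 to 4 and 3, 19, 56 and 16 reads in AdNAMPT replicates 1 to 4. Mean levels were 0.447 ± 0.224 CPM in AdGFP and 1.33 ± 1.08 CPM in AdNAMPT (SD, n = 4 each). It did not pass the filter on low counts, so its fold change comes from the same limma model without that filter: log2 fold change 1.43 (SE 0.61), unadjusted p 0.0345 and adjusted p 0.652 by limma. AdNAMPT replicate 1 lay inside the AdGFP range. Every alternative tried gave a higher estimate in AdNAMPT, from 0.97 to 1.82, and 0 of 21 passed the threshold adjusted over all genes. The unadjusted p by limma, edgeR or DESeq2 ranged from 0.00279 without AdNAMPT replicate 1 to 0.124 without AdGFP replicate 4, so for this gene, chosen in advance, the call depended on the libraries used and on whether p was adjusted over all genes.

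**Figure D1:**
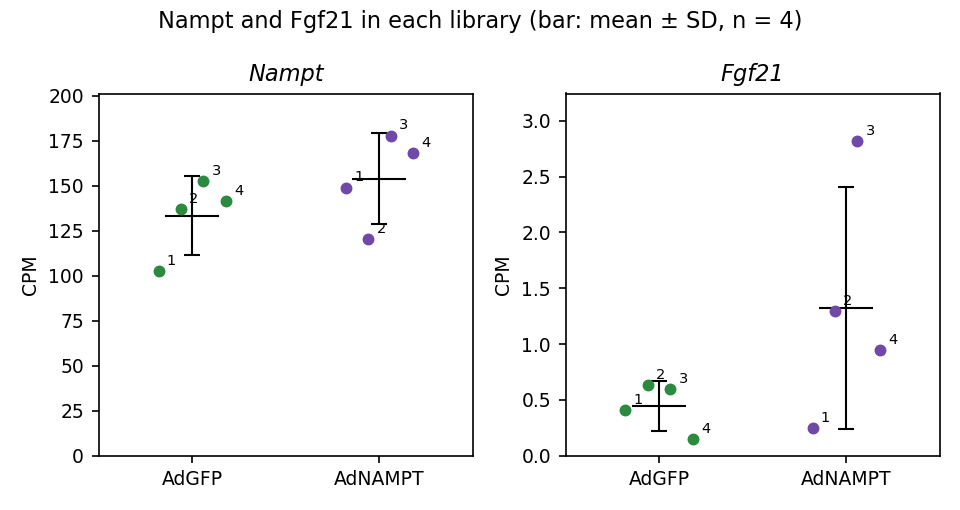
Level of Nampt and Fgf21 in CPM (y axis) in each library, grouped by label (x axis) and numbered by replicate, with the mean and SD of 4 mice. Nampt runs from 102.3 to 152.7 CPM in AdGFP and from 120.5 to 177.8 CPM in AdNAMPT, and Fgf21 reaches 2.82 CPM in AdNAMPT replicate 3.

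A panel of genes with qPCR primers in the study addressed whether NAMPT moved sirtuin, browning and lipogenic genes. Of its 12 genes, 9 passed the filter and 3 did not (Fgf21, Prdm16 and Ucp1). Among the 9, 8 were higher and 1 lower in AdNAMPT, and 0 had an unadjusted p under 0.05. The limma adjusted p over the 9 genes was between 0.264 and 0.634, and over all tested genes it was between 0.563 and 0.920. Scd1 (chromosome 19, 44394451 to 44407709) had the largest estimate, a log2 fold change of 1.29 with SE 0.65, from 7935 ± 7054 CPM in AdGFP to 14463 ± 8826 CPM in AdNAMPT (SD, n = 4 each). Within AdGFP alone it ranged from 1949 to 18115 CPM, and within AdNAMPT from 2630 to 22888 CPM. Fasn (chromosome 11, 120805940 to 120824178) had a log2 fold change of 0.81 with SE 0.48. Gpam and Acaca both rose by 0.49 with SE 0.34, Pklr by 0.31 with SE 0.18, and Elovl6 by 0.24 with SE 0.48. Sirt1 differed by 0.12 with SE 0.14, and Ppargc1a by -0.27 with SE 0.14. Without AdNAMPT replicate 1, 7 panel genes passed the threshold over the panel, the alternative that moved this count most. These were not 7 of the 9 genes above. That fit's looser filter admitted Fgf21, at 1.30 and 2.82 CPM in AdNAMPT replicates 2 and 3. Nampt, Sirt1 and Elovl6 could not pass there, with unadjusted limma p of 0.388, 0.491 and 0.120. Fgf21 was therefore among the 7, with an unadjusted limma p of 0.00279 without the filter. So was Ppargc1a, which was lower in AdNAMPT (log2 fold change -0.36).

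To ask whether the groups differed as a whole, libraries were compared over the 500 most variable genes. The pseudo-F for group was 1.92, with an exact permutation p of 0.0857 over 70 assignments, so the separation did not exceed the spread within groups by this test. The first principal component held 42.9% of the variance and mainly set AdNAMPT replicate 1 apart, at -31.7 against -2.64 to 11.1 for the other AdNAMPT libraries. The second held 23.2%, with AdGFP from 6.36 to 11.6 and AdNAMPT from -14.2 to -4.26. AdNAMPT replicate 1 also had the lowest sample weight in the model, 0.440. Leaving it out moved the statistic most, to 2.70 with an exact permutation p of 0.0286, the smallest that 3 mice against 4 can give in that test.

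**Figure D2:**
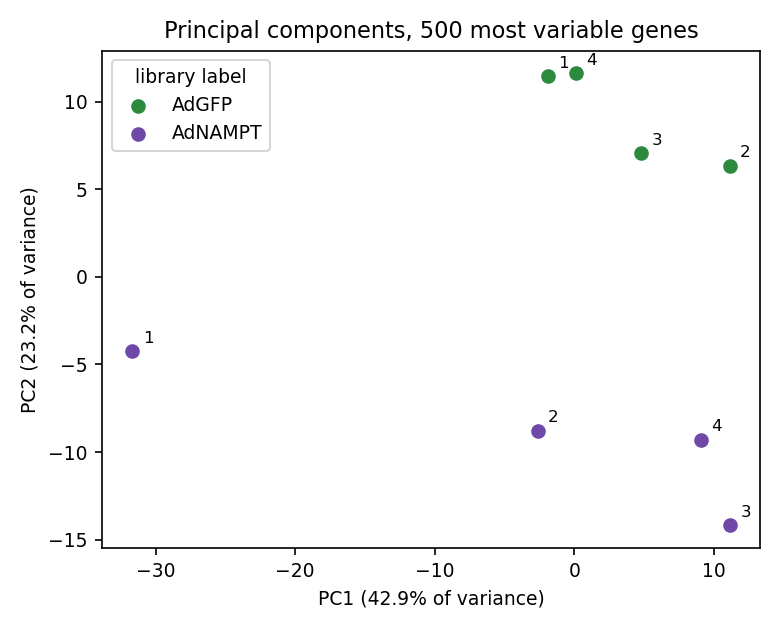
First principal component (x axis, 42.9% of the variance) against the second (y axis, 23.2%) of log2 CPM for the 500 most variable genes, with 1 point per library, coloured by label and numbered by replicate. AdNAMPT replicate 1 lies at -31.7 on the first component, and the groups occupy different ranges of the second.

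Across 12270 genes, 34 differed between groups at a limma adjusted p of at most 0.05. Of these 2 were higher and 32 were lower in AdNAMPT. At an unadjusted p under 0.05 there were 1189 genes, 570 higher and 619 lower, against 613.5 that chance alone would give. This balance depended on TMM scaling, since with library size only there were 1609 such genes, 1395 higher and 214 lower. The number of changed genes depended on the test: edgeR's quasi-likelihood test gave 33 and the DESeq2 Wald test gave 75, the alternative that moved it most. After TMM scaling, the groups did not overlap for 588 genes (4.79%, where chance gives 2.86%), 257 higher and 331 lower in AdNAMPT. On CPM without that scaling they did not overlap for 1008 genes (8.22%, where chance gives 2.86%), 898 higher and 110 lower. On the TMM scale, all 34 changed genes were among them.

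The 32 lower genes fell into a large and a small class by size of change. For 26 of them the log2 fold change lay between -3.18 and -1.88. Of these 26, 20 are annotated as protein coding, 4 as miRNA, 1 as lincRNA and 1 as antisense. The 34 changed genes had a mean transcript GC content of 59.0%, against 49.4% for all tested genes. The largest fall was Tbx4 (ENSMUSG00000000094, chromosome 11, 85886422 to 85916097), from 25.6 ± 6.16 CPM to 3.4 ± 1.38 CPM (SD, n = 4 each), a log2 fold change of -3.18 with SE 0.29 and limma adjusted p 0.000325. Foxe3 (ENSMUSG00000044518, chromosome 4, 114925147 to 114926013) fell from 80.0 ± 20.5 CPM to 11.8 ± 2.97 CPM, a log2 fold change of -2.91 with SE 0.19. Gm42418 (ENSMUSG00000098178, lincRNA, chromosome 17, 39846958 to 39848788) fell from 15894 ± 5129 CPM to 2135 ± 153.6 CPM, a log2 fold change of -2.90 with SE 0.19. Its single exon overlaps another feature on the opposite strand. Gm17349 (ENSMUSG00000091604, protein coding, chromosome 15, 99702176 to 99705490) had a log2 fold change of -2.85 with SE 0.35, and its exons overlap Smarcd1 on the opposite strand. Gm25732 (ENSMUSG00000092909, miRNA, chromosome 4, 139338206 to 139338265) had a log2 fold change of -2.84 with SE 0.13. In total, exons of 8 of the 34 changed genes overlap another feature.

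Gm42418 alone took between 0.996% and 2.25% of counts in AdGFP and between 0.200% and 0.233% in AdNAMPT. Mitochondrial ribosomal RNA, which was left out of the fit, also separated the groups, at 2.01% ± 0.373 of counts in AdGFP and 1.33% ± 0.326 in AdNAMPT (SD, n = 4 each; two-sided exact permutation p 0.0286). These library-level differences coincide with the group and cannot be told apart from it here.

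The other 6 lower genes changed less. Chosen after their values were seen, they were Fam124a (log2 fold change -1.45), Ltbp3 (-1.44), Sult2a7 (-1.36), Cyp2b10 (-1.24), Scaf1 (-1.09) and Fcna (-0.81). Cyp2b10 (chromosome 7, 25897620 to 25926624) fell from 88.6 ± 13.6 CPM to 40.9 ± 5.82 CPM (SD, n = 4 each; limma adjusted p 0.000929). Cyp2b10 and Sult2a7 belong to families of closely similar genes, so their unique counts leave out shared reads. Exons of Fcna and Ltbp3 overlap a feature on the opposite strand.

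Among rises, Obp2a (ENSMUSG00000062061, protein coding, chromosome 2, 25700043 to 25703326) went from 0.493 ± 0.222 CPM, or 3 to 10 reads per library, to 13.8 ± 9.79 CPM (SD, n = 4 each). Its log2 fold change was 4.12 with SE 0.61 and limma adjusted p 0.0146. Soat2 (ENSMUSG00000023045, protein coding, chromosome 15, 102150526 to 102163474) went from 16.4 ± 0.226 CPM to 24.8 ± 2.93 CPM, a log2 fold change of 0.52 with SE 0.09 and limma adjusted p 0.0384. Both were higher in each AdNAMPT library than in any AdGFP library, and both lost the threshold in 6 of the 8 fits that left out 1 library. Over all 21 alternatives, those fits included, Obp2a passed in 14 and Soat2 in 9. Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) is the next rise by unadjusted p and did not pass the threshold; its exons overlap a feature on the opposite strand. It had a log2 fold change of 1.23, SE 0.22 and limma adjusted p 0.0606.

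**Figure D3:**
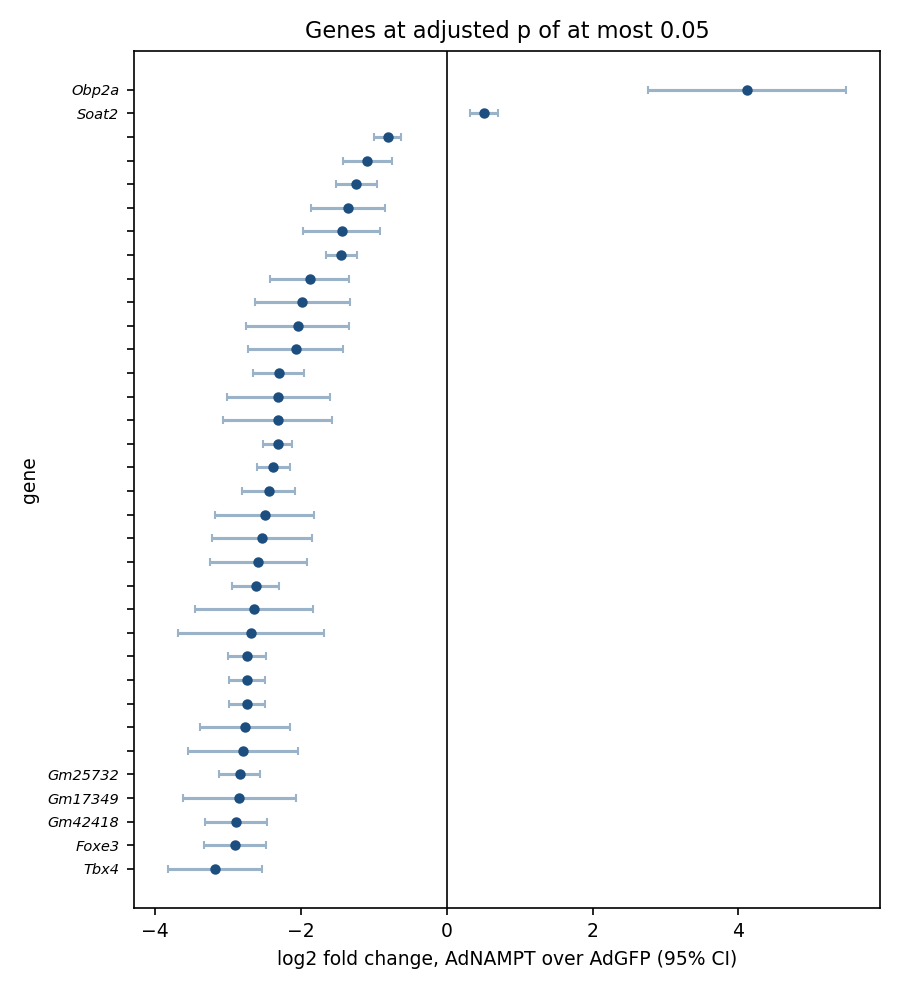
Log2 fold change of AdNAMPT over AdGFP (x axis) with its 95% confidence interval for each of the 34 genes at an adjusted p of at most 0.05 (y axis, ordered by fold change, with symbols for the genes picked by the naming rule). Obp2a and Soat2 lie above 0, and 26 genes lie between -3.18 and -1.88.

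Gene lists asked whether the pathways named by the study moved together. By camera, 4 of 15 lists passed an adjusted p of 0.05. De novo lipogenesis was higher (median log2 fold change 0.31, 22 of 23 genes higher, adjusted p 0.000171 by limma's camera), and so was the interferon response (0.12, 26 of 36 genes higher, adjusted p 0.0039). Retinol metabolism was lower (-0.17, 33 of 43 genes lower, adjusted p 0.000171), and so was linoleic acid metabolism (-0.23, 19 of 25 genes lower, adjusted p 0.000408). The lipogenic and the interferon list each fell short of the threshold without AdNAMPT replicate 3, without AdNAMPT replicate 4 and without sample weights, and the interferon list also without AdGFP replicate 4. Without AdNAMPT replicate 4 the interferon median was -0.022. None of the 4 lists separated the mice: by exact permutation of each list's mean level, unadjusted p was 0.571 for lipogenesis, 0.886 for interferon, 0.0857 for retinol and 0.114 for linoleic acid metabolism, and 0 of 15 lists had p under 0.05. The mean log2 CPM of the lipogenic list differed by 0.27 between groups, against an SD of 0.45 in AdGFP and 0.79 in AdNAMPT. NOD-like receptor signaling (median 0.08, camera adjusted p 0.079), PPAR-alpha targets (0.04, 0.454), PI3K-Akt signaling (-0.03, 0.564) and NAD metabolism (-0.05, 0.199) did not pass by limma's camera. The study's pathway figure used unadjusted p on KEGG pathways. The lists here were written by hand, so they do not retest those pathways. By camera the NOD-like receptor list had an unadjusted p of 0.0263. That list passed the adjusted threshold in 4 of 22 alternatives, and its unadjusted exact permutation p was 0.629.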

Values the study reported

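The study stated that vector conditions were tuned to give 1.5-2.0-fold overexpression of NAMPT in hepatocytes, citing data from AAV8 vectors, and that adenovirus expression was set up for assay 48h after delivery. It used 10 db/db mice for each vector in the cohort, of which RNA sequencing covered 4 per group, and reported a significant rise of liver FGF21 in AdNAMPT mice.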

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

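Among the tests below, those on Y-chromosome genes, on genes that escape X inactivation, on residual ribosomal RNA in AdGFP replicate 2, on other cells and on a few genes taking most counts were chosen only after the result was seen. The values listed in this part, unless said otherwise, come from the highest or the lowest library of a group of 4, with a gap to its nearest neighbour that, as a part of the group's range, exceeds Dixon's 95% critical value for 4 samples. Over 66 values in 132 groups, 14 met this, where chance gives 6.6. AdGFP replicate 2 had 6, AdNAMPT replicate 1 had 4, AdNAMPT replicate 4 had 2, and AdNAMPT replicate 3 and AdGFP replicate 4 had 1 each. Some of the genes examined here were picked after their values were seen, so chance gives only a rough guide.

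AdNAMPT replicate 4 was far from the other AdNAMPT libraries in Xist, the transcript of the inactive X chromosome, at 21.3 CPM (362 reads) against 0.137 to 0.50 CPM. It was also low in Eif2s3x, at 6.43 CPM against 8.33 to 8.60 CPM. A library from a female mouse was ruled out by Y-chromosome genes, since Ddx3y lay between 97.1 and 136.1 CPM in all 8 libraries. RNA from a female mouse mixed in at a low level could lower Y-chromosome genes. Their summed level was 224.5 CPM there, inside the other AdNAMPT libraries (222.3 to 251.0 CPM), but no female library was there to show how little admixture this could detect. Female-biased liver genes were at a mean log2 CPM of 5.04 there, inside the range of 2.08 to 5.17 for the other AdNAMPT libraries, which did not point to admixture. A second X chromosome would raise genes that escape X inactivation. The sum of 4 such genes was 303.9 CPM, below the 313.8 to 385.3 CPM of the other AdNAMPT libraries. Ddx3x dominates that sum, and the genes did not move together. Kdm6a was the highest of the 8 libraries by a small margin, at 15.9 CPM (270 reads) against 15.2 to 15.7 CPM in the other AdNAMPT libraries. Kdm5c, at 55.8 CPM, was inside their range of 44.8 to 56.8 CPM. Eif2s3x (6.43 CPM) and Ddx3x (225.7 CPM) were the lowest of the 8 libraries, opposite to what a second X chromosome would give. A low level of admixture and a second X chromosome both remain open.

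AdGFP replicate 2 was the highest AdGFP library for 5.8S ribosomal RNA. It had 278.3 CPM of n-R5-8s1 (3942 reads) against 1.43 to 3.73 CPM, and 376.9 CPM of Gm24601 (5338 reads) against 0.820 to 3.14 CPM. Ribosomal RNA features together took 2.63% of its counts (95% Wilson interval 2.62% to 2.63%) against 1.77% to 1.88%, and mt-Rnr2 was at 21778 CPM against 15935 to 16838 CPM. A candidate explanation is that more ribosomal RNA was left in that library. Mitochondrial ribosomal RNA took 2.56% of its counts (2.55% to 2.57%) and Gm42418 took 2.25%, both the highest of the 8 libraries. Mitochondrial ribosomal RNA makes up most of the ribosomal share that stood apart (362651 of 371953 reads), so its level is no independent test, and the explanation remains open. Those features, apart from Gm42418, were left out of the gene comparison. The same library was low in Sult2a7, at 238.9 CPM against 516.0 to 571.7 CPM, and in Fcna, at 24.6 CPM against 30.0 to 31.1 CPM. No technical or biological explanation was tested for these last genes, and reads shared with paralogs were not counted for Sult2a7.

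AdNAMPT replicate 1 was far below the other AdNAMPT libraries in female-biased liver genes, at a mean log2 CPM of 2.08 against 4.83 to 5.17. Male-biased genes were at 6.97 there against 4.11 to 4.79, a gap that did not reach the critical value. Acute phase genes were slightly lower, at 7.78 against 7.91 to 7.92. The 5.8S features were slightly raised, at 2.92 CPM of n-R5-8s1 (35 reads) against 0.589 to 0.751 CPM, and at 3.41 CPM of Gm24601 (41 reads) against 0.553 to 0.615 CPM. The same library stood apart on the first principal component. It could be a lean animal under a db/db title. The summed level of Cidea, Cidec, Mogat1 and Lepr, genes high in obese liver, was 7.33 CPM against 14.3 to 32.6 CPM in the other AdNAMPT libraries. AdGFP replicate 1 was lower at 6.15 CPM, so the library was not the lowest of the 8, which was the outcome looked for, but it was the lowest of its group and a lean animal was not excluded. Depth did not account for it, because after thinning to equal depth its gap in female-biased genes was still 0.889 of the range. T cell markers were not raised, at 0.78 there against 0.71 to 1.08 in the other AdNAMPT libraries, and RNA from other cell types was not tested. The 10 most counted genes took 20.6% of its counts (95% Wilson interval 20.6% to 20.6%), inside the 20.2% to 21.4% of the others. A difference in the hormonal state or age of this animal might explain the pattern, but no test here addressed it, and the labels give the same age for all mice.

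AdNAMPT replicate 3 was the lowest AdNAMPT library for Cyp2b10, at 32.2 CPM against 43.0 to 44.9 CPM. AdGFP replicate 4 was the lowest AdGFP library for T cell markers, at a mean log2 CPM of 0.57 against 1.34 to 1.45 over 5 tested genes. No technical or biological explanation was tested for either, and 14 separated values against 6.6 by chance leave room for both to be chance.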

How the results depend on the processing

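The tests of other groupings of the 8 libraries for changed genes and for genes at unadjusted p under 0.05 were chosen only after the result was seen, as were the GC corrections.

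The count of 34 changed genes was 28 to 38 across the 8 fits that each left out 1 library, with 28 to 31 of the same genes. It was 66 by edgeR's exact test (16 higher, 50 lower) and 75 by DESeq2 (15 higher, 60 lower), and both included all 34. The other gene-level alternatives gave 30 to 46 genes, among them 39 with library size only, of which 20.5% were higher against 5.88%. In simulated data those 2 tests made 30 and 33 false calls against 12, but for the real counts the cause was not tested. Of the 34 genes, 26 passed in all 8 fits that left out a library and in 13 other alternatives. Genes at unadjusted p under 0.05 numbered 830 to 1721, and with library size only 86.7% of 1609 were higher, against 47.9%. With library size only, the median log2 fold change of all genes was 0.086, against 0.0015 in the main fit.

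Nampt ranged from -0.079 to 0.27 over 21 alternatives, both ends from fits that left out 1 library, with limma, edgeR or DESeq2 adjusted p of 0.548 to 1, and was below 0 in 3 of them. Fgf21 ranged from 0.97 to 1.82 with adjusted p of 0.298 to 0.873 by the same tools. Depth limits Fgf21, at 2 to 56 reads per library. Elovl6 turned to -0.085 without sample weights and ran from -0.22 to 0.71 across the fits that left out a library. Sirt1 ran from -0.011 to 0.20 there. The number of panel genes past the threshold ran from 0 to 7 there, with 7 only without AdNAMPT replicate 1. The cause was not tested. Of 336 values for 16 named genes other than Nampt and Fgf21, 308 kept direction and side of the threshold, 19 were weaker, 4 stronger and 5 reversed.

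Gene lists were the least stable. The number past the threshold was 4. It became 8 with library size only, 8 with no filter on low counts and 7 with the replicate block and GC correction. It was 3 without sample weights, 2 of them among the 4. Across the fits that left out a library it was 4 to 7, with 2 to 4 of the same lists. It was 0 by the fry rotation test (2 at unadjusted p under 0.05), 0 by exact permutation of each list's mean (0 at unadjusted p under 0.05, smallest p 0.0571) and 0 by camera with estimated correlation (0 at unadjusted p under 0.05, smallest p 0.0502). Fatty acid desaturation and elongation reversed to -0.073 without sample weights, to -0.016 with no filter and, by the direction of the test at a median of 0.090, with library size only, and ran from -0.089 to 0.19 across the fits that left out a library. PPAR-alpha targets reversed to -0.040 without sample weights and, by their mean at a median of 0.039, under permutation, and ran from -0.034 to 0.13. PI3K-Akt signaling reversed by its mean, at a median of -0.031, under permutation. T cell markers reversed to 0.29 with no filter and 0.032 with a mean count of at least 10. Male-biased genes ran from -0.066 to 0.35 and cell cycle genes from -0.56 to 0.063 across the fits that left out a library. The cause was not tested. Of 330 values for 15 lists, 270 kept direction and side, 19 were weaker, 24 stronger and 17 reversed.

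Separation of the libraries ran from 1.57 to 2.70 across the fits that left out a library, with an exact permutation p of 0.0286 in 3 of 8, the smallest possible there; the cause was not tested. Other alternatives gave 1.5 to 1.93. With replicate number as a block, 41 genes changed, 31 of them among the 34, and same-numbered libraries had a mean correlation of 0.0995 after removing group means against -0.0344 for others.

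The 8 libraries can be split into groups of 4 in 35 ways, and 8 of these part all 4 same-numbered pairs as the real split does. Among these 8, 1 split, the real one, gave as many changed genes (the 7 others gave 0, with 205 to 990 genes at unadjusted p under 0.05), and 1 gave as many genes at unadjusted p under 0.05. For lists 5 of 8 gave as many. For panel genes 8 of 8 did, which was fixed in advance because the real count was 0; other splits, outside these 8, gave up to 7 panel genes. With 8 splits the share cannot go below 0.125, so these counts cannot decide. Over all 35 splits, the real one alone gave any changed gene. The other 27 splits part 0 to 2 pairs; they gave 0 changed genes, 307 to 1300 genes at unadjusted p under 0.05 (1 split above the real one) and 1 to 10 lists.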

Other observations

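The tests of co-variation with Gm42418, of mitochondrial ribosomal RNA, of the separation of the groups in Gm42418, of the counting error of Nampt and of the library type were chosen only after the result was seen.

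Most changed genes fell by a similar factor together with Gm42418. A candidate explanation is ribosomal RNA left in the libraries, with fragments of it aligning to these genes. If so, their levels would follow Gm42418 from mouse to mouse. Over deviations of the 8 libraries from their group means, the median Pearson correlation of the other 25 large falls with Gm42418 was 0.41 (Spearman 0.50), above each of 10000 random gene lists of matched expression (median 0.0136, highest 0.367), and 22 of 25 were positive. It was 0.37 without the 2 libraries farthest from the median. The random lists were matched on expression and not on co-variation. If the 25 genes move together, the comparison overstates the evidence, which rests on 8 libraries. The 6 smaller falls had a median of -0.36, which gave no sign that they follow Gm42418. No random lists of 6 genes were drawn for comparison, so the explanation was not excluded for them. Mitochondrial ribosomal RNA was also higher in AdGFP (two-sided exact permutation p 0.0286, the smallest possible), which is consistent with it. Nuclear 5.8S ribosomal RNA gave a mixed answer. The groups overlapped, with n-R5-8s1 at 1.43 CPM in AdGFP replicate 3 and 2.92 CPM in AdNAMPT replicate 1. AdNAMPT replicate 1 alone made this overlap. The other AdNAMPT libraries had 0.589 to 0.751 CPM of n-R5-8s1 and 0.553 to 0.615 CPM of Gm24601, at 9 to 14 reads. The lowest AdGFP levels of these features were 1.43 and 0.820 CPM. Against the explanation, AdNAMPT replicate 4 had the highest Gm42418 share of its group (0.233%) with the lowest mitochondrial share (0.863%). Sequences of the nuclear ribosomal RNA were not used here, so homology was not tested. A library-wide GC trend did not account for the falls, since 36 genes, 33 of them among the 34, changed after a GC correction. That correction did not shrink them (Gm42418 went to -2.98), and no other effect of high GC content was tested. The 26 large falls had a mean transcript GC content of 60.7%, but some lay near the 49.4% of all tested genes. Chosen after their values were seen, these included Gm15564 (48.4%, log2 fold change -2.74), Cadps2 (48.9%, -2.32) and Lars2 (51.2%, -2.74). For those genes, high transcript GC content was not needed for a large fall. Depth did not account for them either, since 34 genes, 32 of them shared, changed after thinning. The lowest AdGFP level of Gm42418 was 4.28 times the highest AdNAMPT level, which shows separation and does not test for a batch. No label names a library batch, so none was tested. With values for and against residual ribosomal RNA, whether the large falls are technical or biological was not settled.

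Nampt was not raised in the libraries labelled AdNAMPT. Too few reads was not the reason, as the largest counting error in a library was 2.58%, against a coefficient of variation between mice of 16.3% in AdGFP and 16.4% in AdNAMPT. A single unusual AdNAMPT library could hide a rise. Over the 4 fits without 1 AdNAMPT library the lowest limma adjusted p was 0.548 (0.548 to 1 over all alternatives). That fit, without AdNAMPT replicate 2, gave a log2 fold change of 0.27 with an unadjusted limma p of 0.0957, so a small rise hidden by that library was not excluded. Loss of vector expression by the time of sampling, a vector transcript that is not counted under Nampt, and exchanged labels were not tested. The fold change of Nampt here was 1.06. That is lower than the range quoted from the study above. The data cited for that range come from another type of vector, and the adenovirus conditions were set for an earlier time after delivery, so the comparison is limited.

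Lipogenic genes differed widely between mice of one group. AdNAMPT replicate 1 was the lowest of the 8 libraries for the lipogenic list, so leaving it out could only strengthen the rise, and did, with a camera adjusted p of 8.68e-12 (8.68e-12 to 0.949 over all alternatives). The rise depended on other libraries, with a camera adjusted p of 0.142 without AdNAMPT replicate 3, 0.0947 without AdNAMPT replicate 4 and 0.0589 without sample weights. It failed the exact permutation of the mice, with an unadjusted two-sided p of 0.571, so spread between mice treated as evidence from many genes is a candidate explanation. That permutation includes AdNAMPT replicate 1, and none was run without it, so whether the other AdNAMPT mice differ from AdGFP in this list was not settled.

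The labels name ribosomal RNA depletion and the methods name poly-A selection. RNAs without poly-A tails (Rn7sk, Rpph1 and Rmrp) took at least 1.46% of counts in each library (95% Wilson interval of the lowest, AdGFP replicate 2, 1.45% to 1.46%), up to 2.46%. This is consistent with ribosomal RNA depletion without poly-A selection. No biological explanation was tested.

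The rise of Fgf21 reported by the study has the same direction as the estimate here. That estimate had an unadjusted limma p of 0.0345 and did not pass the threshold adjusted over all genes. The study also measured FGF21 by qPCR in more mice than were sequenced, and as protein by immunoblot and serum ELISA. Those measurements were not examined here, so the comparison does not test the study's finding.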
